A study of Aeromonas sp. H1 with 6 samples. Its data were reported in "Flavonoid-attracted Aeromonas sp. from the Arabidopsis root microbiome enhances plant dehydration resistance" (2022).

How the data were processed

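RNA was sequenced from liquid cultures of Aeromonas sp. H1, a soil bacterium isolated by the study. Per the labels, 3 cultures received naringenin at 100 µM and 3 mock cultures received the same volume of its solvent, methanol, and all were sampled after 7 h. The treatment time in the study's methods differs from that in the labels, and so does the library kit, so the time given here is that of the labels. Naringenin is a flavanone, an early intermediate of flavonoid synthesis in plants. The libraries are named by group and by the replicate number of the labels, which is 2, 4 or 5 in each group.

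The authors trimmed reads with Trimmomatic, mapped them to the H1 genome with HISAT at default settings and counted reads per gene with htseq-count. The values they deposited are raw counts, whole numbers of reads per gene, with no normalization. The strand setting of the counting was not given in the sources used here, so reads from overlapping or antisense genes could not be assigned with certainty, and the same holds for reads shared between near-identical genes. The table had 4484 locus tags and 6 columns of counts, each matched to its library by name. The highest locus tag number was 4529, and 45 numbers below it were not analysed here. The table pairs no gene names with the locus tags. Product names of the tags named below are those of the study's annotation of strain H1. No genome sequence was used here, so positions, gene lengths and GC content were not analysed.

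Total counts per library ranged from 325284 to 592000, with a median count per gene of 22 to 80, so the values of single genes of low abundance rest on few reads. Of the 4484 genes, 66 had no count in any library, 593 were below the expression filter of edgeR (filterByExpr with the group factor, minimum count 10 and minimum total 15) and 3825 were tested. The tested genes held 99.2% of all counts.

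The 2 groups were compared with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood test (glmQLFit and glmQLFTest) after TMM scaling, with group as the only factor and Benjamini-Hochberg adjustment over the genes tested. Fold changes are on the log2 scale, naringenin minus mock. A gene was called when its adjusted p was at most 0.05 and its fold change at least 2 in either direction, the thresholds of the study's methods. The standard error of a log2 fold change was its absolute value divided by the square root of its F statistic. Levels of single genes are CPM (counts scaled to a common library size) after TMM scaling, as mean ± SD. Adjusted p values given below are from this edgeR test unless another tool is named.

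The 14 genes that the study listed as related to chemotaxis were examined as a list. The study chose them on these same libraries. A second set was the unlisted genes with locus tags between the lowest and highest listed flagellar gene, from H1_0556 to H1_0580, tested with the rotation test fry of limma 3.58.1 (directional, two-sided) and set beside 10000 random sets of the same size, each member drawn from the 100 genes nearest in mean log2 CPM. A single gene was placed among the 200 genes nearest in mean log2 CPM. The dependence of fold change on abundance was described by Spearman's rho across genes, which are not independent replicates, so no p value is given for it. Values per library were compared by two-sided exact permutation tests over the 10 splits of the 6 libraries, which cannot give a p below 0.1.

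The genes named were set by a rule: the 14 listed genes and H1_1176, which the study's text names as a fimbrial gene; the unlisted locus tags between H1_1166 and H1_1170; the 2 largest positive and the 2 largest negative log2 fold changes among called genes with a mean count of at least 50 and no overlap of CPM between the groups; and the gene with the largest share of all counts. Runs of neighbouring locus tags named in the closing section were chosen after their values were seen.

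The groups, tests, naming rule and alternatives were chosen before the data were examined. The alternatives were scaling by DESeq2 size factors, by upper quartiles, by library totals alone, by cyclic loess offsets (pseudocount 0.5), which remove trends of fold change with abundance, and by TMM without the 20 most abundant genes. The others were no expression filter, a mean count of at least 50, thinning of all libraries to the smallest total, the DESeq2 1.42.0 Wald test, the edgeR exact test, limma-voom, a replicate block, no minimum fold change, glmTreat against a fold change of 1.5, camera in place of fry, and leaving out each library in turn.

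The procedure was tested on simulated data with the means and library sizes of the 6 libraries. In the simulated naringenin and mock comparison with a planted fold change of 2.5, 86.4% of 199 planted genes among 3745 tested were recovered with 1 false call. With a planted fold change of 4, 99.5% of 200 planted genes among 3738 were recovered. Of 50 random unchanged sets, fry called 2%. The simulated genes varied independently and held no trend of fold change with abundance (rho 0.0468 and 0.0162 with TMM). These rates therefore do not show how the procedure behaves under such a trend or under correlation between genes. Figures were drawn with matplotlib 3.10.9.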

Results

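The data comprised 6 RNA-seq libraries of Aeromonas sp. H1, 3 from naringenin-treated and 3 from mock cultures. Total counts were 325284, 398862 and 349313 in mock replicates 2, 4 and 5, and 327692, 361718 and 592000 in naringenin replicates 2, 4 and 5. The mean total was higher by 69317 in naringenin, which was within the spread between replicates (two-sided exact permutation p = 0.6, smallest possible 0.1). This direction rested on naringenin replicate 5, since without it the difference was -13115. Spearman correlations of counts across genes were 0.953 to 0.967 between libraries of one group and 0.890 to 0.934 between libraries of different groups. Chi-square per degree of freedom was 1.40 to 3.33 over the 6 pairs within groups, so no pair had the counts of 1 library deposited again. This does not tell separate cultures from repeat preparations, and each library was used as a separate replicate as labelled.

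Counts were spread over genes more evenly in naringenin than in mock. The most abundant 10% of genes held 59.6% ± 2.11 of the counts in mock and 47.1% ± 3.45 in naringenin (SD, n = 3 each; two-sided exact permutation p = 0.1, the smallest possible). The 3 mock values, 57.4%, 59.7% and 61.7%, were all above the 3 naringenin values of 48.7%, 49.4% and 43.1%. The median count per gene was 27, 29 and 22 in mock and 38, 42 and 80 in naringenin. The TMM factors that compensate for this difference were 0.920, 0.857 and 0.814 in mock and 1.13, 1.11 and 1.24 in naringenin. The gene with the largest share of all counts, H1_2993 (putative outer membrane protein YedS), held 1.58% of them. Its level was 25977 ± 3215 CPM in mock and 9094 ± 1032 CPM in naringenin (SD, n = 3), a log2 fold change of -1.51 (SE 0.28, adjusted p = 2.3e-05). It was -0.37 with cyclic loess offsets (adjusted p = 0.0080 by edgeR), where H1_2993 fell short of the fold threshold.

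The comparison of naringenin with mock asked how the transcriptome of H1 responded to the flavonoid. Of 3825 genes tested, 578 were called at an adjusted p of at most 0.05 and a fold change of at least 2, of which 400 were higher and 178 lower in naringenin (edgeR quasi-likelihood test). Without the minimum fold change 1892 genes passed, 961 higher and 931 lower. The number of calls and their direction depended on the scaling. Among the scalings tried, the count ran from 206 with cyclic loess offsets to 1127 with library totals alone (1096 higher, 31 lower). Of the calls, 69.2% were higher with TMM, against 92.9% with upper-quartile scaling (820 higher, 63 lower), 97.2% with library totals alone and 30.1% with cyclic loess offsets (62 higher, 144 lower). The median log2 fold change of all tested genes was 0.08 with TMM, 0.35 with upper-quartile scaling and 0.51 with library totals alone, so directions below are relative to the TMM scaling. Of the 206 genes called with cyclic loess offsets, 104 were also among the 578.

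**Figure D1:**
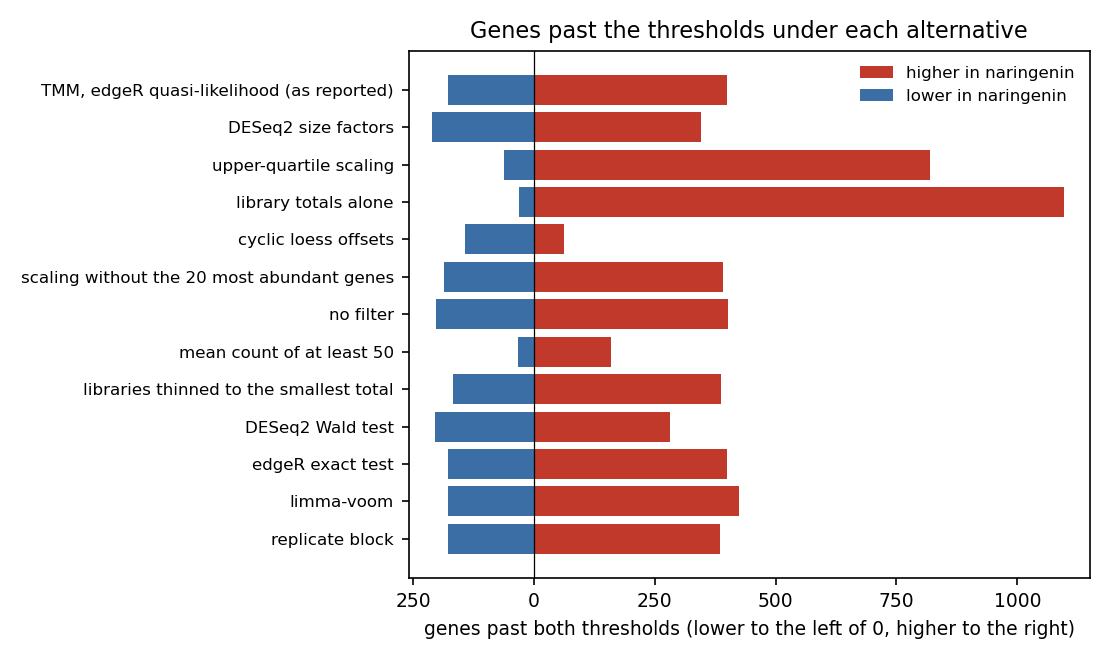
Number of genes past both thresholds under each alternative processing, with genes lower in naringenin drawn to the left of 0 and genes higher in naringenin to the right. The count of higher genes ran from 62 with cyclic loess offsets to 1096 with library totals alone.

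The fold change fell with the abundance of the gene. Spearman's rho between log2 fold change and mean log2 CPM was -0.61 across the tested genes. With the genes split into 3 classes of equal size by abundance, the median log2 fold change was 0.57 in the lowest class, 0.25 in the middle class and -0.46 in the highest class. In the lowest class 266 genes were called higher and 19 lower, in the middle class 121 and 26, and in the highest class 13 and 133. These directions depended on the scaling. Cyclic loess offsets gave 12 higher and 81 lower in the lowest class, 23 and 52 in the middle class and 27 and 11 in the highest, and library totals alone gave 47 higher and 19 lower in the highest class. Each of the 9 pairs of a mock and a naringenin library showed the same trend, with rho from -0.65 to -0.47, while the absolute rho of the 6 pairs within groups was 0.04 to 0.35.

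**Figure D2:**
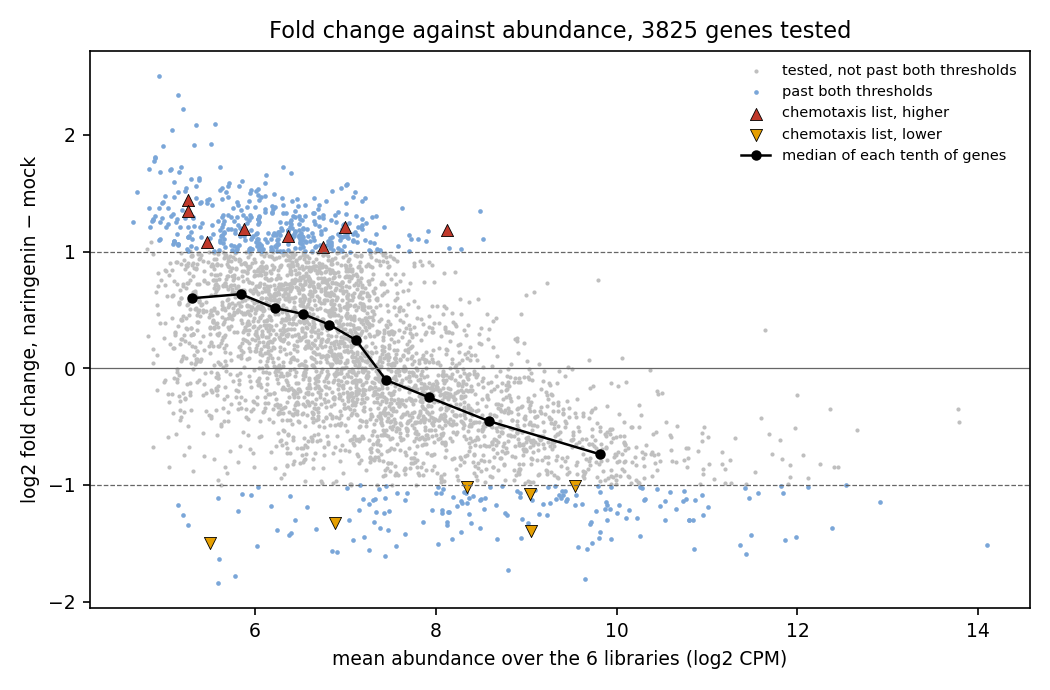
Log2 fold change of each tested gene, naringenin minus mock with TMM scaling, against its mean abundance in log2 CPM over the 6 libraries. Blue points are called genes, triangles are the listed chemotaxis genes, dashed lines mark a fold change of 2, and the black line joins the medians of 10 classes of genes by abundance, which go from 0.60 in the lowest to -0.74 in the highest.

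Among called genes with a mean count of at least 50 and separate groups, the largest increases were in H1_2701 (hypothetical protein) and H1_0802 (putative UDP-N-acetylglucosamine 2-epimerase). H1_2701 rose from 57.8 ± 22.8 to 177 ± 11.4 CPM (SD, n = 3), a log2 fold change of 1.58 (SE 0.24, adjusted p = 1.3e-06 by edgeR). H1_0802 rose from 57.9 ± 13.9 to 173 ± 18.1 CPM, a log2 fold change of 1.57 (SE 0.23, adjusted p = 7.8e-07 by edgeR). The largest decreases were in H1_2296 (cytochrome c oxidase subunit homolog) and H1_4224 (a ribosomal protein of the small subunit). H1_2296 went from 1271 ± 192 to 365 ± 56.1 CPM, a log2 fold change of -1.81 (SE 0.16, adjusted p = 2.5e-11 by edgeR). H1_4224 went from 697 ± 55.7 to 213 ± 27.8 CPM, a log2 fold change of -1.73 (SE 0.16, adjusted p = 2.5e-11 by edgeR). These 4 genes were also called with cyclic loess offsets, with log2 fold changes of 1.26, 1.26, -1.15 and -1.27.

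The chemotaxis list asked whether genes of flagella, sensing and fumarate reduction responded to naringenin. All 14 listed genes were called, 8 higher and 6 lower, and 14 were called when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. The direction of each of the 14 was the same under every scaling tried, but the number called was not. It was 3 with cyclic loess offsets, 9 with library totals alone, 7 without mock replicate 5 and 9 without naringenin replicate 5. Without the fold threshold, 9 listed genes passed the adjusted p with cyclic loess offsets, 3 higher and all 6 lower. The 5 flagellar genes were of low abundance. H1_0556 (flagellar biosynthetic protein FliR) rose from 15.7 ± 9.31 to 43.3 ± 10.5 CPM (SD, n = 3), with a log2 fold change of 1.44 (SE 0.43, adjusted p = 0.0059 by edgeR), from counts of 3, 9 and 3 in mock and 16, 13 and 39 in naringenin. The log2 fold changes of H1_0560 (FliO), H1_0557 (FlhB), H1_0565 (flagellum-specific ATP synthase) and H1_0580 (FlgF) were 1.34, 1.19, 1.14 and 1.08. The highest adjusted p of the 5 was 0.022, in H1_0580. Under cyclic loess offsets these 5 genes had log2 fold changes of 0.41 to 0.68 and adjusted p of 0.070 to 0.48. Their fold changes lay between percentiles 84.5 and 92 of the 200 genes nearest in abundance.

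The other 3 listed higher genes encode sensing proteins. H1_3737 (methyl-accepting chemotaxis protein) rose from 162 ± 40.4 to 368 ± 20.01 CPM (SD, n = 3), a log2 fold change of 1.19 (SE 0.17, adjusted p = 3.8e-07 by edgeR). It was the highest among the 200 genes nearest in abundance, and was 1.45 with cyclic loess offsets. H1_0837 (aerotaxis receptor) and H1_3032 (histidine kinase AtoS) had log2 fold changes of 1.21 and 1.04. They were 0.92 and 0.67 with cyclic loess offsets and fell short of the fold threshold. H1_3032 also fell short of it with DESeq2 size factors, at 0.998 on the log2 scale.

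The 6 listed lower genes included H1_0608 (CheY-P phosphatase CheX), which went from 66.2 ± 22.2 to 23.8 ± 4.24 CPM (SD, n = 3), a log2 fold change of -1.49 (SE 0.36, adjusted p = 0.00091 by edgeR). It was -2.14 with cyclic loess offsets. The fumarate reductase genes H1_1168, H1_1169, H1_1166 and H1_1170 had log2 fold changes of -1.40, -1.33, -1.08 and -1.01, and the regulator H1_2314 (fumarate and nitrate reduction regulatory protein) had -1.01. H1_1168 (iron-sulfur subunit) went from 782 ± 140 to 297 ± 19.6 CPM (adjusted p = 4.3e-09 by edgeR). With cyclic loess offsets H1_1169 (flavoprotein subunit) was still called, at -1.60, while H1_1168, H1_1166, H1_1170 and H1_2314 were not, at -0.84, -0.52, -0.34 and -0.63. These missed only the fold threshold, since their adjusted p was at most 0.030 by edgeR. With library totals alone none of the 5 listed genes of fumarate reduction reached the fold threshold, although the adjusted p of each was at most 0.0041. H1_1167, the unlisted tag among the fumarate reductase genes, went from 406 ± 108 to 211 ± 28.4 CPM, a log2 fold change of -0.96 (SE 0.17, adjusted p = 1.3e-05 by edgeR), just short of the fold threshold. The fimbrial gene H1_1176 (F17 fimbrial protein) rose from 33.3 ± 7.47 to 89.8 ± 20.3 CPM, a log2 fold change of 1.36 (SE 0.33, adjusted p = 0.00073 by edgeR). With cyclic loess offsets H1_1176 was at 0.85 (adjusted p = 0.047 by edgeR), short of the fold threshold.

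**Figure D3:**
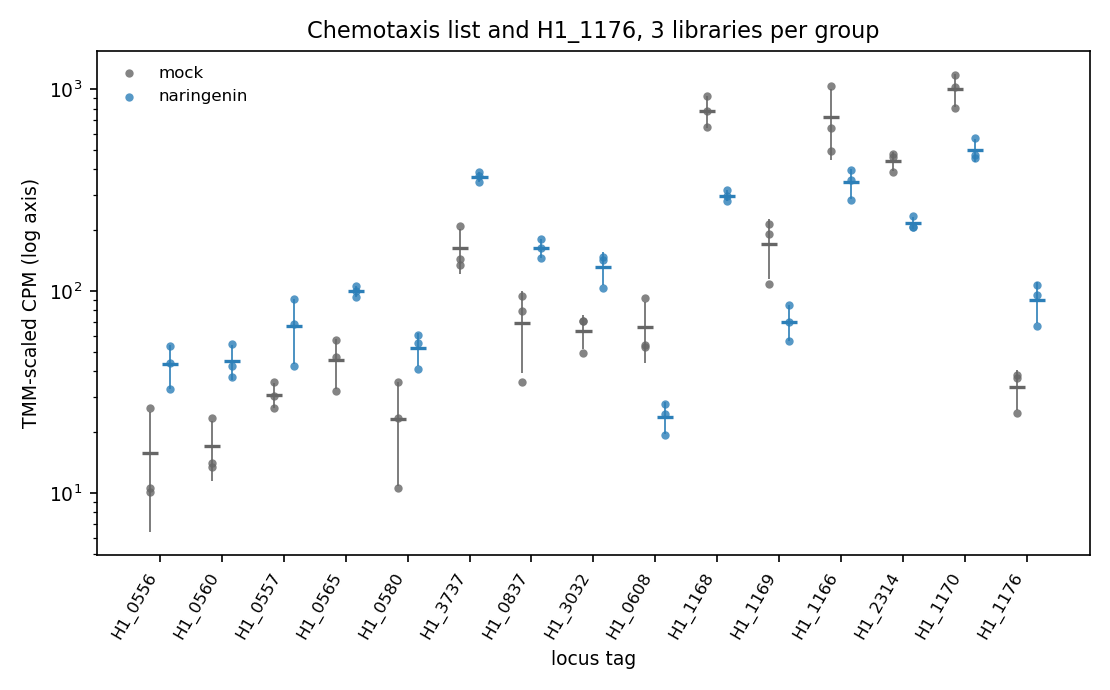
Level of each listed chemotaxis gene and of H1_1176 in TMM-scaled CPM on a log axis, with 1 point per library, a bar at the mean and a line of ± 1 SD (n = 3 per group). H1_3737 was at 162 CPM in mock and 368 CPM in naringenin, and the 5 flagellar genes on the left were below 100 CPM in both group means.

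Leaving out mock replicate 5 removed the calls of H1_0565, H1_0580, H1_0837, H1_3032, H1_1166, H1_2314 and H1_1170, and leaving out naringenin replicate 5 removed those of H1_0556, H1_0557, H1_3032, H1_1166 and H1_1170. H1_0580 also lost its call without mock replicate 2, naringenin replicate 2 or naringenin replicate 4, H1_2314 without mock replicate 4 or either of these naringenin libraries, and H1_3032 and H1_1170 without naringenin replicate 2. No listed gene changed direction.

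The unlisted genes between the listed flagellar genes asked whether the increase extended along this stretch. Of the 20 unlisted locus tags from H1_0556 to H1_0580, 12 were tested and 8 were below the filter. All 12 were higher in naringenin, with log2 fold changes of 0.59 to 1.41 and a median of 0.86, and 4 were called. The rotation test fry of limma gave a p of 0.0095 for this set. Random sets matched on abundance had a median of 0.51, with 95% of them between 0.10 and 0.88, and the interval stood at percentile 96.9. These sets drew genes independently, while fold changes of neighbouring locus tags correlated at 0.37 with TMM, so this percentile may be too high. The ends of the interval were listed genes that the study chose on these libraries, so the set was not free of that selection. Without the filter, all 20 tags entered, 17 were higher, the median was 0.78 and the percentile was 92.0. Under cyclic loess offsets the median was 0.32, with a fry p of 0.032. The camera test gave p = 0.0012 with its preset correlation of 0.01 and p = 0.13 with the estimated correlation of 0.197 (both limma), so the increase passed under fry but not under the estimated correlation.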

Values the study reported

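The study reported 602 differentially expressed genes in naringenin-treated H1, at a fold change of at least 2 and a false discovery rate of at most 0.05. It assigned 14 of these to bacterial chemotaxis. The study also ran chemotaxis assays with naringenin. By quantitative RT-PCR, with gyrB as the reference gene, it measured genes of flagella, of signalling including CheX, of fumarate reduction and the fimbrial gene. Those measurements do not depend on the scaling of the libraries used here, and they were not analysed here.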

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

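The alternatives below were all chosen before the values were seen, and the check of pairing was set by the same plan. Each changed 1 choice, with these exceptions. The DESeq2 Wald test also used its own size factors, and filters and left-out libraries also reset the scaling. Thinning and left-out libraries also changed which genes passed the expression filter. The number tested was 3771 with thinning and 3850 to 3957 with 1 library left out, against 3825.

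The number of called genes stayed within 1.5 times of 578 with DESeq2 size factors (558), TMM without the 20 most abundant genes (578), no filter (605), thinning (553), the DESeq2 Wald test (486, of which 57.8% were higher), the edgeR exact test (577) and limma-voom (604). With upper-quartile scaling 883 genes were called, 820 higher and 63 lower. With library totals alone it was 1127, with 1096 higher and 31 lower, and 9 listed chemotaxis genes. Both scalings moved all genes upward, by a median of 0.27 and 0.43 on the log2 scale relative to TMM. Cyclic loess offsets gave 206 calls, 62 of them higher and 104 of them among the 578, and 3 listed genes, and rho between fold change and abundance was 0.0296, as these offsets remove that relation by construction. A mean count of at least 50 gave 193 calls, 160 higher and 33 lower, of which 91 were among the 578. Only 1877 genes and 6 listed genes were tested there, 3 of the 6 were called, and the fold changes of the genes left moved up by a median of 0.33 because the scaling was set on abundant genes alone. Without a minimum fold change 1892 genes passed, 961 higher and 931 lower, and with glmTreat 379 passed, 165 of them higher.

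Leaving out 1 library gave 437 (without mock replicate 5) to 784 (without mock replicate 2) called genes, and 7 (without mock replicate 5) to 13 listed genes. Without naringenin replicate 5 it was 9 listed genes. Without a filter the unlisted flagellar interval stood at percentile 92.0 with 17 of 20 tags higher. On leaving out 1 library its percentile ranged from 94.1 to 99.8, and its median was above 0 in every such fit, with fry p of 0.0086 to 0.039. It lay outside the middle 95% of matched sets without mock replicate 2, mock replicate 5 or naringenin replicate 4. The matched sets ignore the correlation of neighbouring tags, so these percentiles may be too high. With camera at the estimated correlation the median of 0.863 had p = 0.128. The difference in library totals ranged from -13115 to 119039.

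The replicate block gave 564 calls. The replicate numbers did not pair the libraries, since the deviations of same-numbered libraries from their group means correlated at -0.073, 0.013 and -0.20. The block removed the call of H1_1170, at -0.999 on the log2 scale.

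Named genes were followed over the scalings, filters, thinning, tests, block and left-out libraries, though only 12 of the 21 were tested with a mean count of at least 50. None changed direction there. In 313 cases the named gene stayed on its side of the thresholds, in 52 it lost its call and in 4 it gained one. Cyclic loess offsets removed more of these calls than any other single alternative, 13 of the 52. The listed flagellar genes rest on few reads, which limits their precision.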

Other observations

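The rank correlation without the most abundant 10% of genes, the trends and correlations of library pairs used against library variation and a swap, the simulated trend and the shuffled orders of neighbouring tags were tests chosen only after the result was seen. The scaling without the 20 most abundant genes, the cyclic loess offsets and the sets matched on abundance were planned, but what they would show about each explanation was written down when their values were known. For unequal depth, an additive background, other splits of the libraries, adjacent tags within groups and genes matched to a neighbour's abundance this was written before their values were seen. The test without the most abundant 10% was added because the one with the 20 most abundant genes out of the scaling was uninformative, and when the medians by abundance were already known.

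The fall of log2 fold change with abundance was the broadest pattern in these libraries. Unequal depth does not account for it, because rho was -0.611 after all libraries were thinned to the smallest total. With the 20 most abundant genes out of the scaling rho was -0.610, but a factor common to all genes of a library can hardly change their ranks, so this value decides nothing. A few abundant genes that take up reads would shift all others by 1 factor, yet rho was still -0.517 over the 3442 genes left without the most abundant 10%. Variation between libraries unrelated to naringenin stays open. The largest absolute rho within a group was 0.354, below the smallest across groups, but 3 cultures per group cannot separate treatment from anything else that differed between the groups. An additive background that differs between libraries, such as residual DNA, could raise genes of low abundance. If so, trend-free differences of disjoint library pairs should correlate, and their lowest correlation was 0.0821 (the others were 0.11 and 0.22), which is positive but too small to decide. A response of the cells, such as a lower share of transcripts for abundant growth genes, may also give this trend and was not tested apart from these.

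The trend was not the whole cause of the calls, as 104 of the 578 genes called with TMM were also called with cyclic loess offsets. In 20 sets of simulated libraries that held the trend alone, edgeR called 121 to 150 genes with TMM and 0 with cyclic loess offsets. The rank correlation in those sets was -0.84 to -0.82, stronger than in the data, since the simulated genes had no changes of their own. A swap of libraries between the groups is contradicted by the lowest correlation within a group, 0.953, which was above all those across groups. Of the 10 splits of the 6 libraries, 1 gave as many called genes, the real one. By edgeR it gave 578 calls and 2135 genes at an unadjusted p under 0.05, while each of the other 9 gave 0 calls and 11 to 154 such genes. A count over 10 splits cannot reach a share under 0.1, so this count alone cannot exclude chance at 0.05.

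For the unlisted flagellar interval and the listed higher genes, the abundance trend remains a candidate explanation of part of the increase. The interval stood at percentile 96.86 among sets matched on abundance, inside the middle 95%. Of the 8 listed higher genes, 1 was called with cyclic loess offsets, H1_3737. This looked at first like support for the abundance trend, but the genes had been picked by the study for their change in these libraries, so it was read as undecided after the value was seen. The 5 listed flagellar genes had a median of 1.19, at percentile 99.2 of matched sets, and the same selection applies.

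Neighbouring locus tags changed together. With cyclic loess offsets the log2 fold changes of adjacent tags correlated at 0.241 over 3407 pairs, above the highest of 10000 shuffled orders (0.065; permutation p = 1e-04, the smallest they can give), so independent variation of single genes does not explain it. The correlation was 0.16 at a distance of 2 tags, 0.05 at 10 and -0.01 at 50. Sampling noise would give a like value between libraries of 1 group, where the highest was 0.0595, against 0.095 to 0.22 across groups. A residual trend with abundance would tie a gene equally to any gene of its neighbour's abundance. With the neighbour replaced by a random gene among the 100 nearest to it in abundance, the highest correlation in 1000 draws was 0.0540. Shared transcription of neighbouring genes is a candidate explanation, and a difference between the groups other than naringenin was not excluded.

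With both TMM and cyclic loess offsets, 702 genes passed the adjusted p in the same direction, 393 lower and 309 higher. They formed 11 runs of at least 4 neighbouring tested genes, 9 lower and 2 higher, where 1000 shuffled orders gave at most 3 runs and none longer than 6 genes. The longest, chosen after its values were seen, was lower and held 11 tested genes from H1_0240 to H1_0251, with a median log2 fold change of -1.23 with TMM and -0.78 with cyclic loess offsets. The next, from H1_4506 to H1_4512, held 7 genes, with medians of -1.05 and -0.54. Where the study's annotation names their genes, it names ribosomal proteins in the first and ATP synthase subunits in the second. The fumarate reductase tags H1_1166 to H1_1170 formed a run of 5, a length that shuffled orders also reached, with medians of -1.08 and -0.61. A lower growth rate in naringenin may be a hypothesis for these runs. No growth measure was analysed here, and the adjacent-tag correlation of 0.241 does not tell it from other differences between the groups.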
